# Imprinted DNA methylation reconstituted at a non-imprinted locus

**DOI:** 10.1186/s13072-016-0094-0

**Published:** 2016-09-22

**Authors:** David H. Taylor, Chelsea M. McLean, Warren L. Wu, Alex B. Wang, Paul D. Soloway

**Keywords:** Imprinting control region, *Rasgrf1*, *cis* element, DNA methylation, CTCF, *Wnt1*

## Abstract

**Background:**

In mammals, tight regulation of cytosine methylation is required for embryonic development and cellular differentiation. The *trans*-acting DNA methyltransferases that catalyze this modification have been identified and characterized; however, these proteins lack sequence specificity, leaving the mechanism of targeting unknown. A *cis*-acting regulator within the *Rasgrf1* imprinting control region (ICR) is necessary for establishment and maintenance of local imprinted methylation. Here, we investigate whether 3-kb of sequence from the *Rasgrf1* ICR is sufficient to direct appropriate imprinted methylation and target gene expression patterns when ectopically inserted at the *Wnt1* locus.

**Results:**

The *Rasgrf1* ICR at *Wnt1* lacked somatic methylation when maternally transmitted and was fully methylated upon paternal transmission, consistent with its behavior at the *Rasgrf1* locus. It was unmethylated in the female germline and was enriched for methylation in the male germline, though not to the levels seen at the endogenous *Rasgrf1* allele. *Wnt1* expression was not imprinted by the ectopic ICR, likely due to additional sequences being required for this function.

**Conclusions:**

We have identified sequences that are sufficient for partial establishment and full maintenance of the imprinted DNA methylation patterns. Because full somatic methylation can occur without full gametic methylation, we infer that somatic methylation of the *Rasgrf1* ICR is not simply a consequence of maintained gametic methylation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0094-0) contains supplementary material, which is available to authorized users.

## Background

Cytosine methylation (5mC) is vital for the regulation of development and other essential processes such as X-chromosome inactivation, genomic imprinting, transposon silencing, and terminal differentiation. 5mC is usually associated with transcriptional repression, but is known to be a complex and dynamically regulated modification. Research into this regulation has included descriptive studies such as methylome mapping [1, 2] or functional studies of the proteins that regulate methylation in *trans*, such as DNMT1 [3], and isoforms of DNMT3 [4–6]. Few studies, however, have yielded much information about the *cis*-acting DNA sequences that target these *trans*-acting proteins to the DNA in a locus-, tissue-, or time-specific manner. These few informative studies have used imprinted loci, which undergo highly regulated parental-specific, monoallelic methylation and expression. *Cis*-acting regulators of 5mC have been identified at *Igf2r* [7], *Snrpn* [8, 9], *H19* [10–14], and *Rasgrf1* [15–17], and in some cases, their mechanisms of action have been elaborated.

The *Rasgrf1* ICR that lies 30-kb upstream of the paternally expressed *Rasgrf1* gene has two components: a differentially methylated domain (DMD) and an adjacent series of 41-nt tandem repeats, 2 kb in length [15] (Fig. 1). 

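The methylation assay of the *Wnt1DR* allele reads a part of this DMD. The 250-nt reference sequence that the authors deposited for it matches the mouse genome (NCBIM37, mm9) once, on chromosome 9 from 89774437 to 89774686 on the plus strand. No annotated gene overlaps these bases. The native copy ends 29.9 kb upstream of *Rasgrf1*, which the annotation places at 89804613 to 89921814 on the same strand. The other reference sequence, used for oocytes, lies at 89774460 to 89774709.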

The repetitive element, which is required for proper methylation establishment [15] and maintenance after fertilization [18], acts as a promoter for a piRNA-targeted noncoding RNA (pitRNA) that is transcribed across the DMD in e16.5 testes [16]. piRNAs normally silence transposable elements in the male germline; however, a subset of these primary piRNAs interact with two loci within the pitRNA, called sites 1 and 2. The pitRNA is subsequently processed to secondary piRNAs, and de novo methylation of the ICR depends on piRNA pathway components MITOPLD and MILI.

**Fig. 1:**
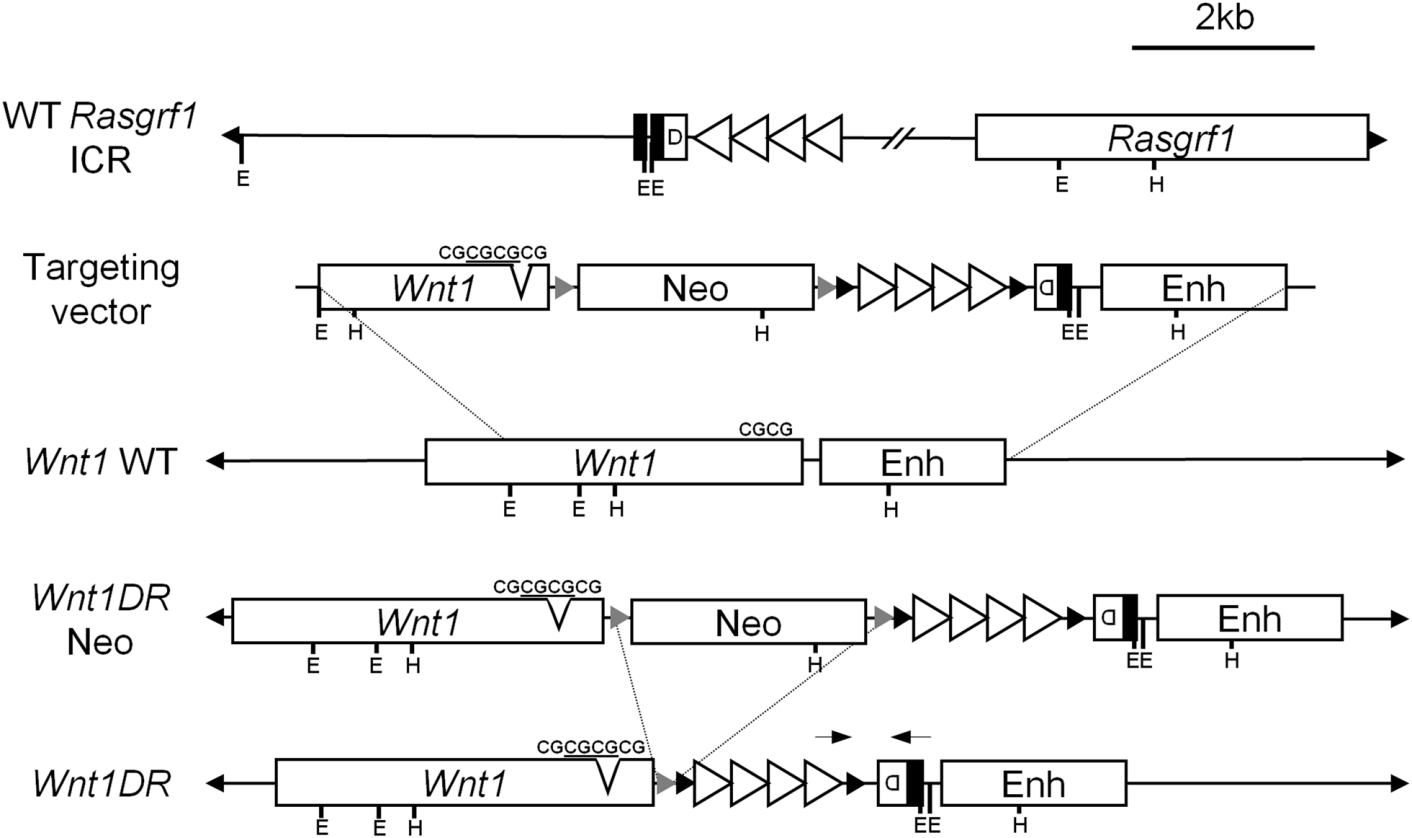
Development of the *Wnt1DR* mutant allele. At the wild-type (WT) *Rasgrf1* locus, the ICR includes the repeat region (large *white triangles*) directly adjacent to the DMD (D), and sites 1 and 2 (*vertical black bars*) from which secondary piRNAs are processed. The *Wnt1DR* targeting construct contains an FRT-flanked (*small gray triangles*) neomycin resistance cassette (Neo), loxP-flanked (*small black triangle*) repeats, the DMD, and a CGCG insertion in the *Wnt1* 3′ UTR (divot in UTR, *underlined sequence* is *Wnt1DR* specific) for allele-specific expression analysis. Primers for detecting *Wnt1DR*-specific methylation are denoted with* black arrows*. HindIII (H) and EcoRI (E) sites

Hypothesizing that repeat-mediated pitRNA transcription and the piRNA binding sites are sufficient to recapitulate imprinting, Park et al. [17] showed that proper sex-specific establishment of germline 5mC in transgenic reporter mice where the ICR was inserted between the γ-globin promoter and its enhancer. Proper somatic maintenance of 5mC was observed in subsequent generations if the construct was maternally transmitted; however, this construct was not sufficient to maintain an unmethylated maternal DMD in somatic tissue if it passed through the paternal germline. Failure of maintenance was likely due to the inappropriate methylation of a neomycin resistance selectable marker (neo) within the transgene which spread onto the adjacent ICR. In support of this, methylation analysis showed somatic methylation of the transgenic neo cassette upon maternal allele transmission, even if the transgenic DMD was unmethylated. These results confounded efforts to define the minimal sequences sufficient for *Rasgrf1* imprinting.

In order to define the features of the *Rasgrf1* ICR that are sufficient for imprinting control without confounding effects of sequences from other species or ambiguity of transgene insert sites, we targeted the ICR to the non-imprinted *Wnt1* locus in mouse. Here, we show that site 1 and the repeats are sufficient to establish wild-type somatic imprinted methylation patterns at this ectopic locus. In keeping with previous studies, however, the imprinted expression patterns could not be recapitulated, possibly due to the complexity of the local chromatin context- or tissue-specific decreases in CTCF binding.

## Methods

### Generation of targeted mice

The *Wnt1*^*tm1pds*^ vector was assembled using genomic clones from *Rasgrf1*, and PCR products from *Wnt1*. It included a loxP site at the *Wnt1* DMD that enabled us to distinguish it from the endogenous *Rasgrf1* DMD, and which we previously showed did not interfere with DNA methylation at *Rasgrf1* [18]. The vector also included a 4-nt insertion at a *Mlu*I site in the *Wnt1* 3′ UTR, creating a *Bss*HII site that enabled us to design allele-specific primers that distinguished transcripts from the endogenous and mutated *Wnt1* locus. 

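In NCBIM37, *Wnt1* lies on chromosome 15 from 98620288 to 98624268 on the plus strand, and its annotated 3′ UTR covers the last 933 nt, from 98623336 to 98624268.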

The vector was linearized with *ZraI*, electroporated into v6.5 ES cells, and placed under 200ug/ml G418 selection. Correct integration was verified by Southern blot after *NdeI* digestion using both a 5′ (amplified by PDS497 5′-GAAGTGGGGCACATCATT and PDS492 5′-CATTTGCACTCTCGCACA) and 3′ (amplified by PDS349 5′-AATATGCCTGACGCACCTTC and PDS 350 5′-CACTTCTCTCTGGGCCTCAC) external probes. The neo resistance cassette was removed using transient lipofection of the pCAGGS-flpe-puro plasmid (Addgene #20733). Cells were then microinjected into C2J blastocysts (Jax Stock No: 000058) and subsequently implanted into FVB pseudopregnant females. Germline transmission was verified by an internal PCR (PDS288 5′-TTACCCAGCTTCTCATAGGCGC and PDS1749 5′-CTGCAATTTCTGCCATCATC). Mice were then bred into the C57BL/6 background. The mutated *Wnt1* allele is referred to as *Wnt1*DR.

### Swim-up assay

Swim-up assays were adapted from standard human protocols [19]. Briefly, sperm were isolated from cauda epididymis, washed in 1 ml cell culture media supplemented with BSA, and pelleted gently at 300×*g* for 10 min, after which the supernatant was discarded. After gently adding 300 ul of fresh media, the pellet was incubated for 60 min at 30 °C to allow motile sperm to enter the supernatant. The supernatant was then gently separated from the pellet, and both samples were processed for DNA methylation analysis.

### Methylation

DNA for methylation analysis was bisulfite converted using the Zymo Methylation-Lightning kit (#D5030) and amplified using allele-specific PCR for the *Wnt1DR* DMD (PDS405 5′-GTCGTTAAAGATAGTTTAGATATGG and PDS2172-2175 5′-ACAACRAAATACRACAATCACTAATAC) for 40 cycles. 

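The forward primer PDS405 lies at 89774437 to 89774461 on chromosome 9 of the native sequence (NCBIM37). Its own sequence holds 1 CpG, at 89774439, so the base read there comes from the primer and not from the template. The reference lists 21 CpGs in all. The 20 others lie from 89774498 to 89774665 and were used for every library. The nested primer for oocytes, PDS271, lies at 89774460 to 89774494, and the oocyte reference lists 23 CpGs, of which 3 lie beyond the end of the other reference and were left out. Within 5 kb on each side of the native sequence, no site matches the reverse primer with fewer than 6 mismatches.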

Oocyte DNA from 50 oocytes was pooled with salmon sperm as a carrier before conversion. Because of the exceedingly small amount of oocytes template, a nested approach was followed (PDS271 5′-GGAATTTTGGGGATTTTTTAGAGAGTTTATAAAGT and PDS2172-2175 5′-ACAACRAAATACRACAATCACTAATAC) for 15 additional cycles to improve yield. The bisulfite PCR products were purified (Qiagen PCR purification kit #28104), end-polished (End-IT kit #ER0720) for 45 min, A-tailed (NEB Klenow exo- # M0212L) for 50 min, and ligated with TruSeq adapters. This product was subjected to 10 rounds of amplification with barcode-specific primers (PDS2700 5′-AATGATACGGCGACCACCGA and PDS2701 5′-CAAGCAGAAGACGGCATACGA). Ampure beads (Agencourt #A63880) were used to clean up between steps. The ligated product was then gel purified (Qiagen Gel extraction kit # 28704) and quantified with the Qubit DNA HS kit (ThermoFisher # Q32851) before pooling and sequencing using MiSeq. The resulting reads were quality controlled and trimmed, enabling the analysis of at least 1,000 high-quality sequences per sample (Summary Table of read results in Additional file 1) using a local installation of the Quantitative Methylation Analysis online software (QUMA http://quma.cdb.riken.jp/).

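The software aligns each read to the unconverted reference and lists the read's identity and its conversion at CpH sites. For reads that it does not exclude, it also lists a call at each CpG. The files of 36 libraries listed 1264215 reads. Of these, 283290 passed the software's limits and matched the reference at 98 % identity or more, from 1717 to 26773 reads per library with a median of 7247, and these were used here. The mean conversion at CpHs among the reads used was between 99.3 and 99.6 % in each library. A library's methylation level is the percentage of methylated calls among all calls at the 20 CpGs of its reads. A 95 % Wilson interval around a level treats each call as an independent trial. Calls within a read go together, as the sperm reads below show, so the interval is too narrow even for counting error. The reads carry no molecular identifiers, so it also leaves out the number of starting molecules.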

### Expression analysis

cDNA was created via random hexamer reverse transcription from Trizol-extracted RNA derived from e9.5 mouse brains. *Wnt1DR* expression was measured by qRT-PCR and SYBR-green using primers specific to a four-nucleotide polymorphism in the 3′ UTR of the *Wnt1DR* allele (PDS2037 5′-CTGCCTCCTCATCACTGTGTAAATA and PDS2039 5′-ATAACCGAACGCGCGCGTG). Allele-specific expression was normalized to total *Wnt1* expression (PDS2037 5′-CTGCCTCCTCATCACTGTGTAAATA and PDS2038 5′-CTGGAACCCAGCACAATAAATAGTTT).

### Chromatin immunoprecipitation (ChIP)

CTCF ChIP was conducted using standard protocols. Briefly, brains from e9.5 mice carrying the *Wnt1DR* allele, transmitted either maternally or paternally, were finely minced smaller than 1 mm^3^, fixed for 10 min in a 1.1 % formaldehyde solution, quenched with 2.5 M glycine for 5 min at a final concentration of 125 mM, disaggregated using 30 strokes of a Dounce homogenizer, sonicated with the Covaris S2 Acoustic Disrupter (duty cycle = 5 %, intensity = 2, cycles/burst = 200, cycle time = 3′ ON/60″ OFF, 3 cycles), and purified using 4 ul of CTCF antibody [Kim et al. Cell. 128: 1231–45. (2007)] or IgG (Upstate #12-371) on protein A beads (Life Technologies #10003D) with multiple high stringency washes. Mouse embryonic fibroblasts (MEFs) were grown on 150-mm plates (~10 million/experiment) and subjected to the same ChIP protocol, except without a Dounce homogenization step. CTCF binding was verified using qPCR with primers specific to the *H19* ICR as a positive control (PDS2825 5′-ATAGCCAAATCTGCACAGCG and PDS2826 5′-CATAAGGGTCATGGGGTGGT), an intergenic region as a negative control (from chr. 9 89646705–89646598, numbering based on NCBI37/mm9; PDS2827 5′-AAGAAGCTGCTGAAACACCG and PDS2828 5′-TGCTGGGTGGTACTGGTATG), and at the *Wnt1DR* DMD (PDS2846 5′-CGAAGTTATATCGATAAGCTGCTG and PDS2847 5′-CTACCGCTGCGCTACAACTA).

## Results

To test the sufficiency of the *Rasgrf1* ICR to impart imprinting to an ectopic locus, we targeted the repeats and DMD to the *Wnt1* locus. The *Wnt1* gene was chosen for two reasons. First, the gene is haplosufficient, so monoallelic expression induced by imprinting is not lethal [20]. Second, the expression of the gene from e9.5 to e11.5 is completely dependent upon a well-defined enhancer [21, 22]; therefore, the placement of methyl-sensitive enhancer-blocking sequences between the promoter and enhancer could plausibly control *Wnt1* expression. The allele constructed, shown in Fig. 1, positioned the ICR 3′ of the *Wnt1* transcribed domain and 5′ of the enhancer, which lies 3′ of the gene body. The ICR was placed in the same orientation relative to the enhancer and promoter that it assumes at *Rasgrf1*. The vector was then linearized and electroporated into ES cells, which were subjected to G418 selection; and homologous recombination was verified by both Southern blot and PCR (Additional file 2). Because the neomycin resistance cassette, with its high GC enhancer and promoter, could alter regulation of the *Wnt1* locus, we removed it using a FLPe expression vector prior to ES cell injections. Chimeras prepared by blastocyst injection transmitted the mutation through the germline. We refer to the allele as *Wnt1DR* (DR) indicating the presence of the DMD and the repeats at *Wnt1*.

Since pitRNA expression is necessary for proper DMD methylation in the male germline, we analyzed the e16.5 testis of heterozygous mutant animals. Allele-specific qRT-PCR after paternal transmission revealed that pitRNA expression from the *Wnt1DR* allele is less than 2 % that of the endogenous allele within the same animals (Fig. 2). The *Wnt1DR* allele did not affect expression levels at the endogenous allele, as no significant difference could be found in wild-type pitRNA expression between animals that did or did not carry the allele.

**Fig. 2:**
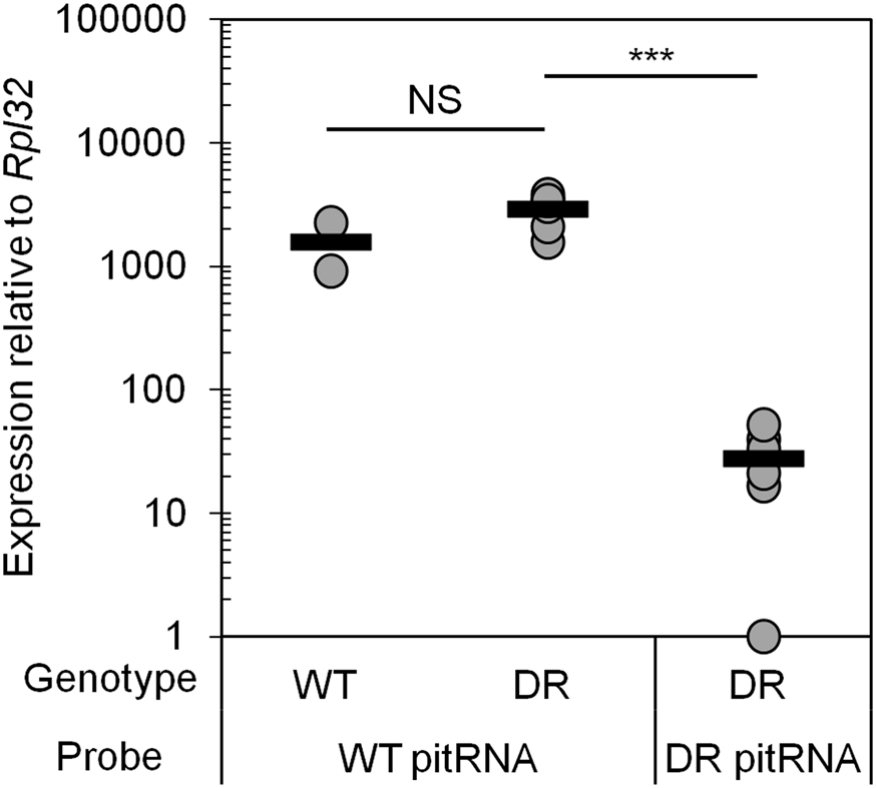
pitRNA expression from the *Wnt1DR* allele is significantly lower than the endogenous allele. Allele-specific qRT-PCR for the *Rasgrf1*-derived pitRNA (WT pitRNA) or the *Wnt1DR*-derived pitRNA (DR pitRNA) using 6 +/DR animals or 2 WT animals. Three *asterisks* represent p < 0.001 using a two-tailed *t* test, NS signifies not significant, and black horizontal lines indicate the average of relevant samples

We then set up pedigrees to fulfill three goals: first, to maintain the allele for six generations of passage through the female lineage; second, to maintain the allele for six generations of passage through the male lineage; and third, to alternate transmission through maternal and paternal lineages (Fig. 3c). Analysis of these pedigrees would reveal whether the *Wnt1DR* allele establishes and maintains the unmethylated state upon maternal transmission, the methylated state upon paternal transmission, and is properly reprogrammed upon each passage through the opposite sex’s germline. 

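Tail DNA of 20 animals from these pedigrees was assayed, 12 with paternal and 8 with maternal transmission in the last generation. Of the 12, 6 came from the paternal lineage (F1, F5 and F6) and 6 from the alternating lineage (F2, F4 and F6). Of the 8, 4 came from the maternal lineage (F2 and F6) and 4 from the alternating lineage (F3 and F5). The sample labels place the F5 animal 32415 in the paternal lineage and Additional file 1 places it in the alternating lineage, and it was kept in the paternal lineage. Between 2530 and 11213 reads per animal were used for paternal transmission (median 3472) and between 1717 and 13444 for maternal transmission (median 5547). Sequencing run 1 held 2 of the tails with paternal transmission (31092 and 32802) and the 4 tails of the maternal lineage, and run 2 held all others. Each animal counted as 1 replicate, and groups were compared with two-sided exact permutation tests of the difference between their means.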

To increase throughput for the methylation analysis, we developed a protocol for ligating TruSeq adapters onto the bisulfite PCR products for next-generation sequencing. Compared to the standard bisulfite analysis pipeline of cloning followed by Sanger sequencing, this new workflow yielded, on a per sample basis, vastly increased read counts (Additional file 1), decreased cost, and decreased hands-on effort.

**Fig. 3:**
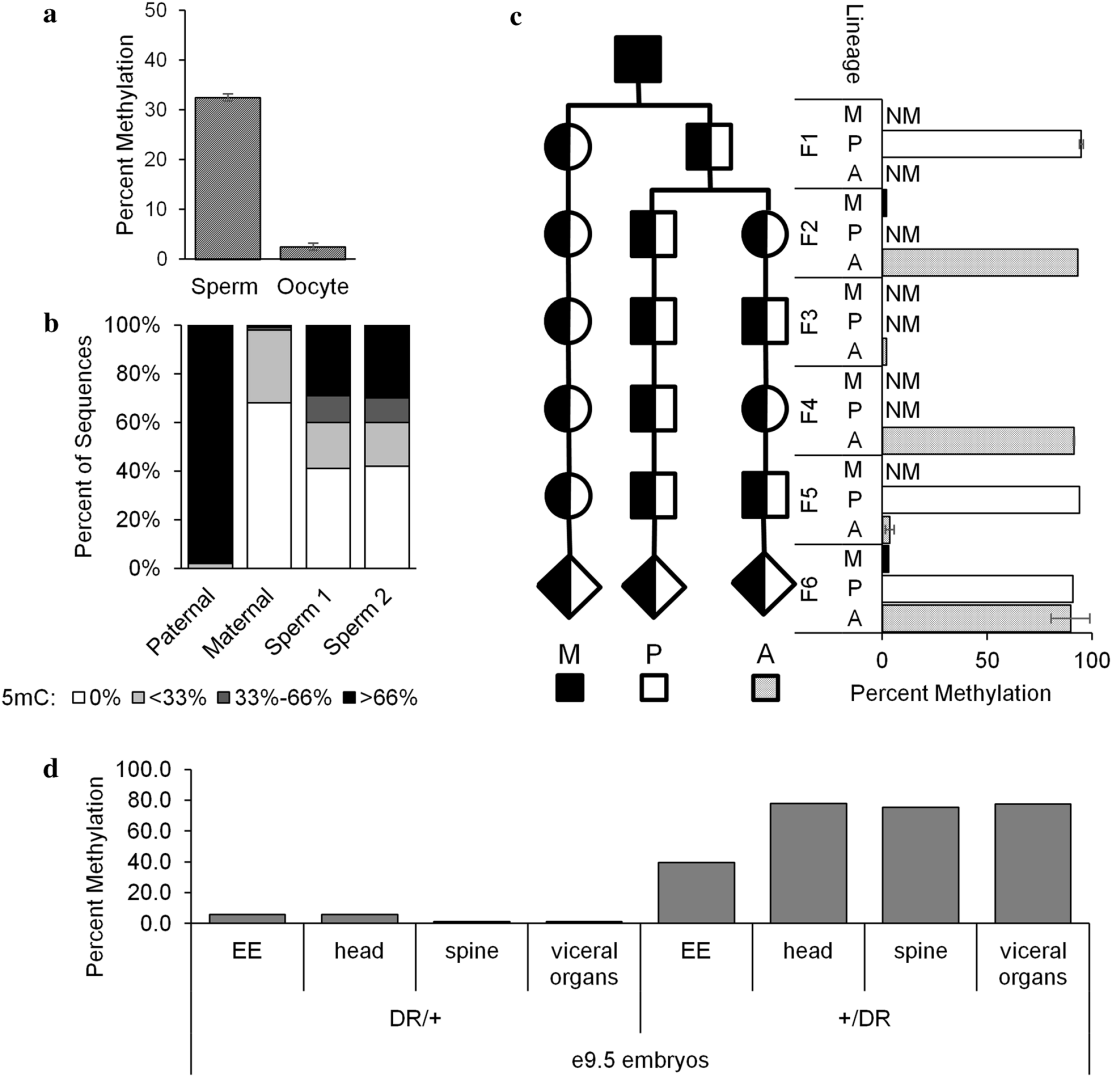
The *Wnt1DR* allele recapitulates partial DNA germline and complete somatic imprinted DNA methylation patterns. **a** Methylation levels at *Wnt1DR* in two DR/DR sperm samples and two pools of fifty DR oocytes as assayed by bisulfite sequencing. **b** Distribution of methylated CpGs within a paternal lineage F6 animal from (**c**), a maternal lineage F6 animal from (**c**), and the two sperm samples from (**a**). **c** *Left* mouse pedigrees with maternal (M), paternal (P), or alternating (A) transmission of *Wnt1DR*. *Right* DNA methylation levels, as assayed by bisulfite sequencing, using one to four animals sampled from the pedigrees. *Circles*, females; *squares*, males; *diamonds*, either sex; *half-filled shapes*, heterozygous animals; *NM* not measured. **d** High-throughput bisulfite analysis of extra embryonic (EE) tissue, head, spine, and internal organs of e9.5 embryos from either maternal (DR/+) or paternal (+/DR) transmission

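Sperm from 2 DR/DR animals (35084 and 35090) and 2 pools of 50 DR oocytes were assayed, all in sequencing run 2. The sample labels give the genotype DR/DR for oocyte pool 1 and DR/+ for oocyte pool 2, so the pools are not alike in genotype. After the authors' trimming and alignment, 2432 and 3841 sperm reads and 1745 and 16553 oocyte reads were used. Additional file 1 counts 6632 sperm reads and 19418 oocyte reads, which include reads with an identity between 90 and 98 % that were left out here. No pair of libraries from one condition shared its pattern of reads within sampling noise, so each library counted as 1 replicate.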

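At *Wnt1DR*, 33.1 ± 0.145 % (SD, n = 2) of CpG calls were methylated in sperm and 3.61 ± 1.78 % (SD, n = 2) in oocytes, a difference of 29.5 percentage points. Both sperm libraries were above both oocyte pools. The exact permutation test gave p = 0.333, the smallest value that 2 libraries against 2 allow, so the design cannot reach a p under 0.05. The levels of the oocyte pools were 2.34 % (95 % Wilson interval 2.19 to 2.51) and 4.87 % (4.79 to 4.94), and pooled over all reads used from both pools it was 4.63 %. When every read listed was counted, including those below the alignment limits, the difference changed direction, to -0.888 percentage points. Here and below, that setting also averages the percentages listed for single reads, which count the primer CpG where a read covers it.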

To investigate establishment of DNA methylation at the *Wnt1DR* allele, we analyzed sperm and oocytes from mutant animals and observed significantly higher 5mC in sperm compared to oocytes (Fig. 3a). 

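The sperm of animal 35084 had a level of 33.2 % (95 % Wilson interval 32.8 to 33.6) and that of 35090 a level of 33.0 % (32.7 to 33.3). Methylation was not equal along the amplicon. The highest level was at CpG 2 of the 20, at position 89774512 of the native sequence on chromosome 9 (NCBIM37), with 40.0 ± 1.66 % (SD, n = 2), and the lowest at CpG 19, at 89774651, with 19.9 ± 2.20 %. Each of these values rests on 2409 to 3841 calls per library. The first 10 CpGs averaged 36.5 ± 0.411 % and the last 10 averaged 29.7 ± 0.12 %, a difference larger than the spread between the animals. These reads come from 1 end of the amplicon. Excluded reads that their number of gaps places at the opposite end had levels of 33.7 and 45.1 % at the last 9 CpGs. The reads used had 30.0 and 30.1 % there, in animals 35084 and 35090. The endogenous *Rasgrf1* allele of these animals was not analysed here.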

Interestingly, at the *Wnt1DR* allele overall sperm methylation is 30 %, much lower than the 100 % methylation levels seen at the endogenous *Rasgrf1* locus. Methylation in sperm was not evenly distributed, with 41 % of the reads containing no 5mC, 29 % of the reads showing 66 % 5mC or higher, and the remaining reads displaying intermediate levels (Fig. 3b and Additional file 2). 

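In both sperm libraries together, 41.1 ± 1.15 % (SD, n = 2) of reads had no methylated CpG and 29.7 ± 0.182 % had more than 66 % of their CpGs methylated. A further 11.7 ± 0.350 % of reads had between 33 and 66 % and 17.5 ± 0.977 % had fewer, but at least 1. The share of reads without methylation was 40.3 % (95 % Wilson interval 38.4 to 42.3) in animal 35084 and 41.9 % (40.4 to 43.5) in animal 35090. CpGs that were methylated independently of each other at the same levels would leave 0.0302 % of reads without methylation. Reads with every CpG methylated made up 1.75 ± 0.0827 %. With the primer CpG included, only 0.0596 % of reads were without methylation, since it was methylated in nearly every read. The paper infers that methylation is incomplete in sperm because pitRNA expression is reduced, and that expression was not analysed here.

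**Figure D1:**
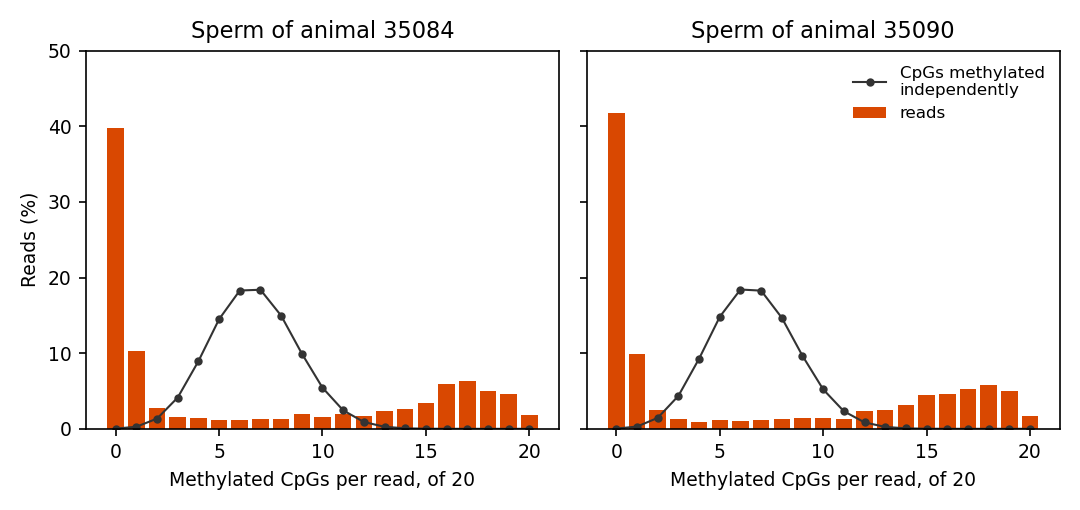
Share of sperm reads (%) by the number of methylated CpGs among 20, for reads with a call at every CpG, in animals 35084 and 35090. Bars show the reads and the line the shares that independent CpGs would give, and the reads pile up at 0 and above 15 while the line peaks between.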

We infer that incomplete establishment of methylation in sperm is due to significantly reduced expression of pitRNA (Fig. 2).

Analysis of methylation maintenance at the *Wnt1DR* mutant allele in adult tail DNA showed full recapitulation of both patterns of maternal and paternal inheritance seen at the wild-type *Rasgrf1* ICR. 

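In adult tail DNA, 92.1 ± 4.52 % (SD, n = 12) of CpG calls were methylated after paternal transmission and 2.21 ± 0.269 % (SD, n = 8) after maternal transmission. The difference of 89.9 percentage points had p = 1.59e-05 in the exact permutation test, the smallest value that 12 animals against 8 allow. Every animal with paternal transmission was above every animal with maternal transmission. Within sequencing run 1 the difference was 90.2 percentage points, where 2 animals against 4 allow no exact p under 0.133, and within run 2 it was 89.8 percentage points (exact permutation test, p = 0.002). Counting every read listed moved the difference most, to 36.8 percentage points. From these levels the paper concludes that the inserted ICR shows both parental patterns of the wild-type locus in somatic tissue.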

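The 8 tails with maternal transmission ranged from 1.81 to 2.63 %. In the maternal lineage, the 2 F2 animals averaged 1.97 ± 0.224 % (SD) and the 2 F6 animals 2.55 ± 0.113 % (SD). Both F6 animals were above both F2 animals, but 2 against 2 cannot reach an exact permutation p under 0.333. The 4 tails of the maternal lineage averaged 2.26 ± 0.366 % (SD) and the 4 of the alternating lineage 2.17 ± 0.175 % (SD), a difference within the spread between animals. All tails of the maternal lineage were in run 1 and all tails of the alternating lineage with maternal transmission in run 2, so lineage and run cannot be told apart here. Reads without any methylated CpG made up 71.7 ± 1.48 % (SD, n = 8) of each library. Reads with more than 66 % of CpGs methylated were at most 0.669 % of a library (animal 32803, 95 % Wilson interval 0.545 to 0.822).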

The *Wnt1DR* allele preserved its unmethylated state in the soma during five generations of passage through the female germline (Fig. 3c). Transmission of the *Wnt1DR* allele through the male germline, despite low pitRNA expression and incompletely established germline methylation, displayed a fully methylated state in the soma throughout six generations of passage (Fig. 3c). 

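In the paternal lineage, the 4 F1 animals averaged 94.5 ± 0.836 % (SD), the F5 animal 32415 had a level of 93.7 % (95 % Wilson interval 93.5 to 93.9) and the F6 animal 32802 a level of 90.8 % (90.7 to 91.0). The 6 tails of this lineage averaged 93.8 ± 1.62 % (SD) and the 6 of the alternating lineage with paternal transmission 90.4 ± 5.97 % (SD). The difference of 3.37 percentage points was within the spread between animals (exact permutation test, p = 0.182). Within run 2 it was 4.02 percentage points (exact permutation test, p = 0.114), and run 1 held no tail of the alternating lineage. It rested largely on 1 animal, since it was 1.04 percentage points without the F6 animal 32529. In the 6 tails of the paternal lineage, 98.2 ± 1.11 % (SD) of reads had more than 66 % of their CpGs methylated.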

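The alternating lineage was sampled in each generation from F2 to F6. The level was 91.9 % (95 % Wilson interval 91.6 to 92.1) in the F2 animal 31078, which inherited the allele from its father, and 2.20 ± 0.297 % (SD, n = 2) in F3 after maternal transmission. It was 91.0 ± 0.277 % (SD, n = 2) in F4 after paternal transmission, 2.14 ± 0.0141 % (SD, n = 2) in F5 after maternal transmission and 89.5 ± 9.30 % (SD, n = 3) in F6 after paternal transmission. At the identity limit of 90 % with which the files were made, the mean of the F5 animals was 3.55 %, since the level of animal 32178 rose from 2.15 to 4.92 %. The F6 animal 32529 was lower than the others, at 78.8 % (78.6 to 79.0), while its F6 counterparts were at 94.8 and 95.0 %. The 6 tails with paternal transmission were 88.2 percentage points above the 4 with maternal transmission (exact permutation test, p = 0.00952, the smallest value that 6 against 4 allow). When every read listed was counted, the difference fell to 23.3 percentage points (exact permutation test, p = 0.019). All of these libraries were from run 2.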

Analysis of the alternating lineage pedigree demonstrated that the methylation profile could be faithfully reset at multiple different generations (Fig. 3c). These data demonstrate that the ~3-kb section of the ICR is sufficient for partial establishment, and full maintenance of the 5mC imprint. 

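Along the amplicon, levels in tail DNA were high or low at all 20 CpGs alike. After paternal transmission, the highest level was at CpG 8 (position 89774543 on chromosome 9, NCBIM37), with 94.8 ± 3.42 % (SD, n = 12), and the lowest at CpG 12 (89774573), with 86.1 ± 6.61 %. After maternal transmission, the highest level was at CpG 1 (89774498), with 4.53 ± 1.14 % (SD, n = 8), and the lowest at CpG 20 (89774665), with 0.844 ± 0.347 %. CpGs 18 (89774646) and 19 lie inside PDS2847, a primer the paper uses for the *Wnt1DR* DMD. Their levels were 91.8 ± 5.90 % and 89.7 ± 6.93 % after paternal transmission, and 1.19 ± 0.434 % and 1.53 ± 0.416 % after maternal transmission. Between 1714 and 13444 calls per library stand behind each of these values.

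**Figure D2:**
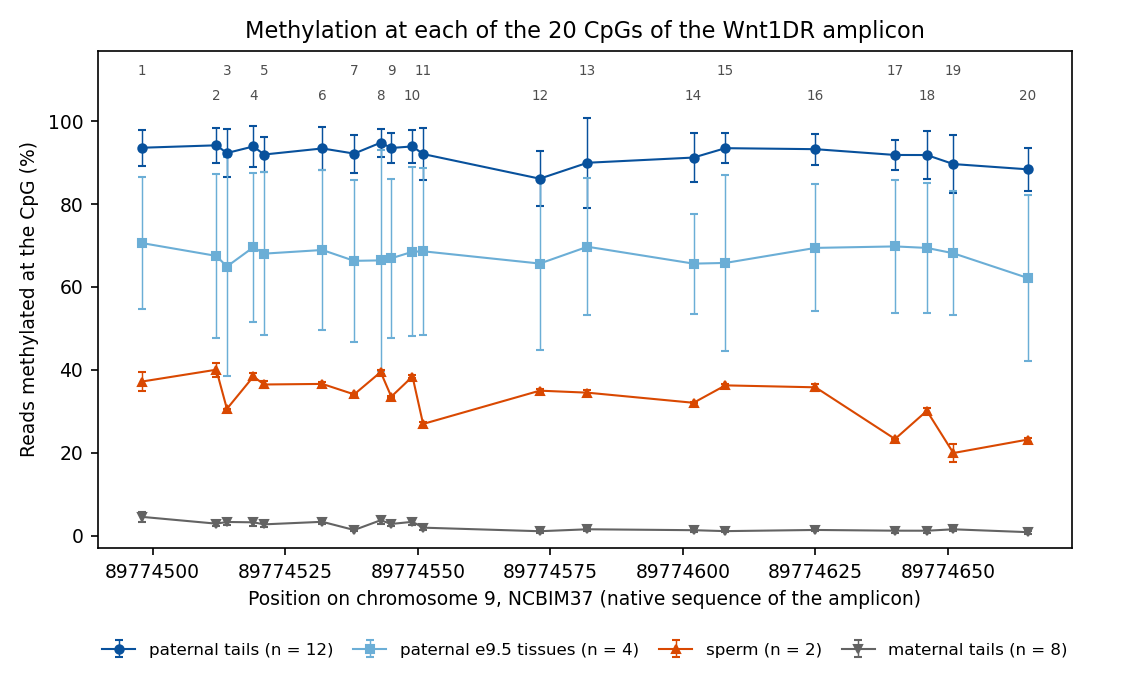
Methylation (% of reads) at each of the 20 CpGs against its position on chromosome 9 (NCBIM37), as the mean and SD (error bars) over 12 paternal tails, 4 paternal e9.5 tissues, 2 sperm libraries and 8 maternal tails. The paternal tails lie above 86 % and the maternal tails below 5 % at every CpG, with sperm and the paternal e9.5 tissues between.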

We extended these somatic DNA analyses, querying methylation states of DNAs from extra embryonic tissue, head, spine, and visceral organs taken from e9.5 embryos, the stage when the *Wnt1* locus is expressed. 

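For each of these 4 tissues, 1 library was made from +/DR embryos, with paternal transmission, and 1 from DR/+ embryos, with maternal transmission. The 8 libraries were sequenced in run 2. Between 7507 and 8689 reads per tissue were used for paternal transmission and between 7031 and 8773 for maternal transmission. The paper's text does not say how many embryos each library holds. The tissues were paired between the transmissions in the comparison, and they are not known to come from separate embryos. In 7 of the 8 libraries the deposited file was made with an identity limit of 90 % and in the maternal head with 98 %, and 98 % was applied to all.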

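In e9.5 embryos with paternal transmission, the level was 39.5 % (95 % Wilson interval 39.3 to 39.7) in the extraembryonic tissue, 78.04 % (77.8 to 78.2) in the head, 75.4 % (75.2 to 75.6) in the spine and 77.5 % (77.3 to 77.7) in the visceral organs. After maternal transmission, the levels of the same tissues were 1.12 % (1.07 to 1.17), 1.11 % (1.06 to 1.16), 1.16 % (1.11 to 1.22) and 1.16 % (1.10 to 1.21). The differences between the transmissions ran from 38.4 to 76.9 percentage points, with a mean of 66.5. The exact sign-flip permutation test over the 4 tissues gave p = 0.13, the smallest value that 4 pairs allow, so it cannot reach a p under 0.05. With 1 library per tissue and transmission, the difference in any single tissue has no replicate check. Counting every read listed moved the mean difference most, to 29.8 percentage points.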

We observed comparable patterns of methylation seen in adult tail DNAs: The *Wnt1DR* allele was significantly more methylated after paternal transmission than maternal transmission in each tissue (Fig. 3d). However, the levels of methylation in embryonic tissues were consistently lower than levels found in adult tail DNAs. This is consistent with the possibility that in our system, methylation increases over developmental time. 

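With paternal transmission, the mean over the 4 e9.5 tissues was 67.6 ± 18.8 % (SD), 24.5 percentage points lower than in the 12 adult tails (exact permutation test, p = 0.0011, the smallest value that 4 against 12 allow). Each e9.5 tissue was below each tail. The 10 tails of run 2, the run of the embryonic libraries, gave a difference of -24.4 percentage points (exact permutation test, p = 0.002). Without the extraembryonic tissue the difference was -15.1 percentage points (exact permutation test, p = 0.0044). These tests count each tissue as a separate sample, but the tissues are not known to come from separate embryos. With the embryos counted as 1 unit, the comparison could not reach a p under 0.05, so the p-values do not decide on a difference between embryos and adults. When every read listed was counted, the direction changed, to 3.67 percentage points (exact permutation test, p = 0.751). From the lower levels in embryos, the paper raises the possibility that methylation increases over developmental time.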

We did not assay methylation in preimplantation embryos and do not know whether the *Wnt1DR* allele resists global demethylation, as is typical for ICRs, or whether it undergoes demethylation along with the rest of the genome.

The abundance of unmethylated DNA in sperm, but its relative absence in adult somatic DNA after paternal transmission of the *Wnt1DR* allele (Fig. 2b), raised the possibility that unmethylated sperm may be less competent at fertilization and that adults analyzed were the result of fertilization by more competent and methylated sperm. To test this possibility, we isolated highly motile sperm from a sperm cell pellet by a swim-up assay and then compared the methylation state of the mobile sperm to that of sperm remaining in the cell pellet. 

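Sperm of 2 animals (35669 and 35670), both +/DR by the sample labels, were separated by their motility in this assay. The supernatant holds the sperm that swam out of the pellet during incubation. Both fractions of each animal were sequenced in run 2, with 26773 and 25561 reads used for the pellets and 15649 and 16246 for the supernatants. The fractions were compared as pairs within each animal.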

Results showed that the mobile sperm were no more methylated than the sperm in the pellet (Additional file 3), indicating that unmethylated sperm were not at a motility disadvantage.

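The pellets had levels of 25.0 % (95 % Wilson interval 24.8 to 25.1) in animal 35669 and 31.8 % (31.7 to 32.0) in animal 35670. In the supernatants they were 20.3 % (20.2 to 20.5) and 14.6 % (14.5 to 14.8). The difference between supernatant and pellet was -4.61 percentage points in animal 35669 and -17.2 percentage points in animal 35670. The mean of both was -10.9 percentage points, and the exact sign-flip permutation test gave p = 0.5, the smallest value that 2 pairs allow. All alternatives tried kept this direction, and the mean difference ranged from -13.9 to -9.83 percentage points with both animals included. The paper asks whether sperm without methylation are less competent at fertilization, and reasons from these fractions that they were not at a disadvantage in motility.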

Somatic regulation of 5mC at the endogenous *Rasgrf1* DMD is required to control the methylation-sensitive binding of CTCF. Unmethylated sequences permit CTCF binding and enhancer-blocking function to silence transcription from the maternal allele [23]. We therefore assayed expression of *Wnt1* from our construct to determine whether the faithfully imprinted 5mC at *Wnt1DR* enabled allele-specific expression. Our design of the *Wnt1DR* allele included placement of a four-nucleotide polymorphism in the 3′ UTR to facilitate allele-specific qRT-PCR analysis. We found that maternal transmission of the allele did not repress *Wnt1* (Fig. 4a). Interestingly, we found that the paternal allele was slightly repressed, possibly due to the proximity of the *Wnt1* gene and its enhancer to the highly methylated ICR.

**Fig. 4:**
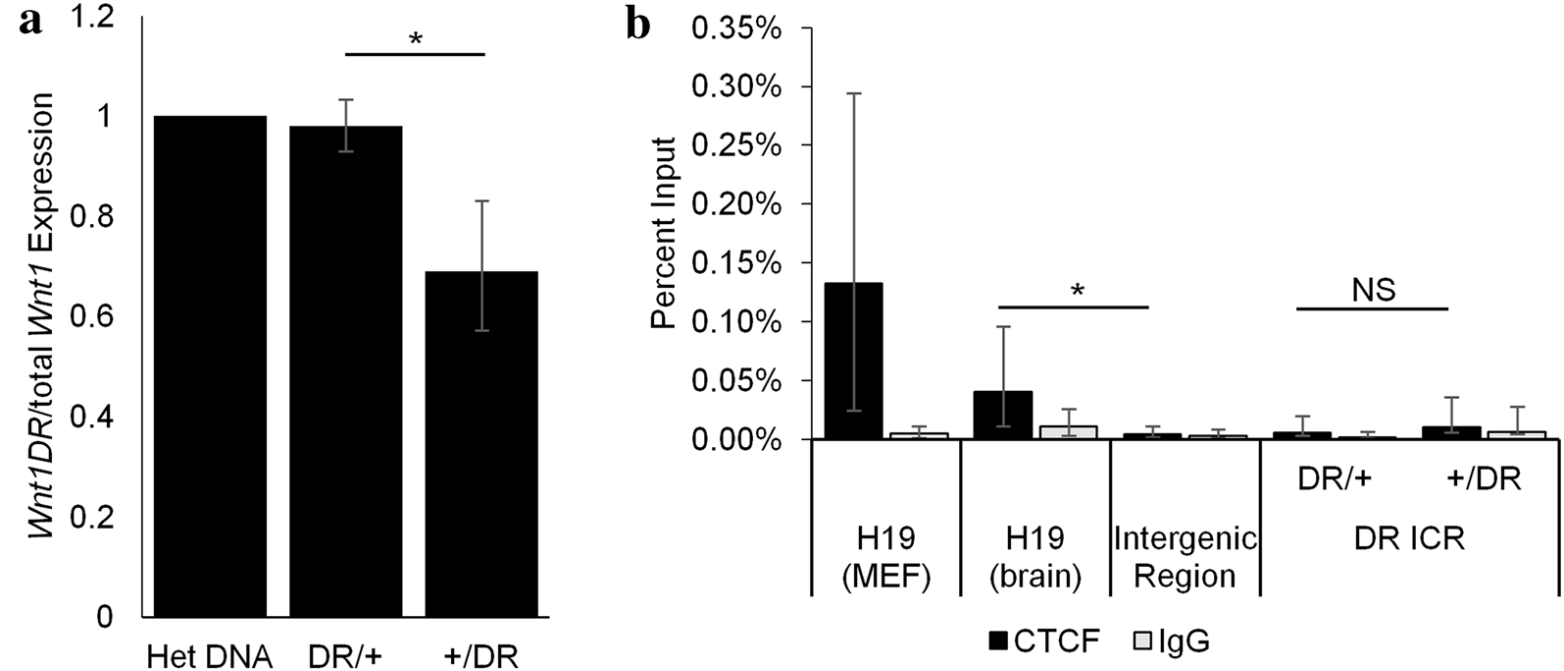
Maternal transmission of *Wnt1DR* allele does not cause silencing or CTCF binding. **a** Allele-specific qRT-PCR using e9.5 brains taken from four mice with maternal (DR/+) or paternal (+/DR) transmission of *Wnt1DR*. Data are presented as the ratio of *Wnt1DR* allele-specific expression to total *Wnt1* expression. Heterozygous DNA (Het DNA) was used as a calibrator for the 1:2 copy number of *Wnt1DR* to total *Wnt1*. *Asterisk* signifies p < 0.05 using a two-tailed *t* test. **b** CTCF ChIP. Chromatin from mouse embryonic fibroblasts (MEFs) or e9.5 brain (remaining samples) was subjected to ChIP using anti-CTCF or non-immune IgG. Purified DNAs were subjected to qPCR amplifying *H19* as positive control for MEF and e9.5 brain chromatin samples, an intergenic region containing no CTCF sites as a negative control for, and the *Wnt1DR* allele. Three biological replicates were used. *Asterisk* represents p < 0.05 using a two-tailed *t* test after accounting for multiple hypothesis testing using Bonferroni’s correction. *NS* not significant. *Error bars* denote standard deviation with error propagation

There are two explanations for the inability to recapitulate imprinted expression. First, CTCF might not be bound to our mutant construct, possibly because the binding sites within the ICR are weak and might need external sequences for proper recruitment. CTCF has been shown to work in pairs to change the three-dimensional structure of the DNA, so a second possibility might be that CTCF is correctly localized, but cannot function without interacting partner sites that can sequester the enhancer, as occurs at the globin locus control region [24]. To determine whether CTCF is bound to the unmethylated, maternally transmitted *Wnt1DR* allele, we performed ChIP-qPCR which revealed that while there was significant binding at the positive control (*H19* ICR) in both mouse embryonic fibroblasts (MEFs) and e9.5 brains, there is no significant CTCF binding to the negative control or to the *Wnt1DR* ICR (Fig. 4b) in e9.5 brains. In MEFs, the endogenous *Rasgrf1* ICR binds CTCF, whereas the ectopic *Wnt1DR* ICR does not (Additional file 4). Therefore, we conclude that the *Wnt1DR* allele either lacks CTCF-recruiting sequences that were present at the endogenous locus, that the novel chromosomal context at the *Wnt1* locus acts to negatively regulate CTCF binding, or that overall binding of CTCF in e9.5 brain is sufficiently low that imprinted expression of *Wnt1* is not possible, even if the required *cis*-acting elements for imprinting are present and functional.

## Discussion

Temporally controlled, tissue-specific targeting of DNA methylation to specific sequences is required for normal fertility and health in mammals. Very few systems have identified sequences which are sufficient to recruit epigenetic effectors of 5mC, and even those sequences appear to act by a variety of mechanisms. Here, we investigate the *Rasgrf1* imprinted region and define a 3-kb portion of the ICR that is sufficient to recapitulate many features of *Rasgrf1* imprinting when exported to the ectopic *Wnt1* locus.

In oocytes, only 2.5 % of the CpGs in 19,418 bisulfite reads analyzed harbored 5mC at *Wnt1DR*, consistent with the lack of 5mC in oocytes reported at *Rasgrf1*. 

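In oocyte pool 1, the highest level was at CpG 2 with 19.0 %, followed by CpG 4 with 17.5 %. In oocyte pool 2, CpGs 2, 3, 5 and 9 each had levels between 21.7 and 22.1 %. The same 3204 reads of pool 2 were methylated at these 4 CpGs and at no other. They made up 84.4 % of the reads methylated at any of the 4, and without them the level of the pool was 1.23 %. The last 10 CpGs had a mean level of 0.338 % in pool 1 and 0.426 % in pool 2. Reads without methylation made up 56.3 % (95 % Wilson interval 53.9 to 58.6) of pool 1 and 69.1 % (68.4 to 69.8) of pool 2.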

Similarly, upon maternal transmission of *Wnt1DR*, only 2.6 % of the CpGs in 65,497 bisulfite reads were methylated, also consistent with the methylation state at the maternal copy of *Rasgrf1.*

The pitRNA, whose expression in e16.5 testes is necessary in *cis* for imprinted DNA methylation at *Rasgrf1* [16, 17], is expressed from *Wnt1DR*. However, its expression level is only 2 % that seen from *Rasgrf1*. This weak expression may be due to undefined sequences at *Rasgrf1* that are necessary for full expression, but are absent from the *Wnt1DR* allele. Alternatively, the necessary sequences may be present, but the chromatin context at *Wnt1* may not be permissive for their full activity. A previously published allele [17] contained fewer sequences from the endogenous ICR relative to the *Wnt1DR* construct, but still established robust sperm methylation, arguing for the latter hypothesis. 

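Pooled over all 6273 sperm reads used, the level was 33.1 %. The animals' own levels differed by less than the width of their intervals. Reads between 90 and 98 % identity, which the software also kept, lowered the mean level of both libraries to 32.0 % when they were included. An alternative that took only reads with every CpH converted gave 32.5 %.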

Despite the low level of pitRNA expression, it is possible that it was sufficient to establish methylation in the male germline at an average of 30 % of the CpGs assayed at *Wnt1DR*, based on analysis of 6632 bisulfite sequencing reads from sperm DNA. Of those reads, 41 % showed no *Wnt1DR* methylation, and an equal percentage showed methylation levels between 33 and 100 %. 

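Reads with between 33 and 100 % of their CpGs methylated made up 41.4 ± 0.168 % (SD, n = 2) of the sperm reads, 41.5 % in animal 35084 and 41.3 % in animal 35090. The share of reads without methylation differed from it by less than its own SD.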

A similar pattern was revealed upon separation of sperm by motility, eliminating the possibility that sperm were unmethylated merely because of fundamental defects affecting their maturation to the motile stage. 

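In the pellets, 51.7 % (95 % Wilson interval 51.1 to 52.3) and 44.3 % (43.7 to 44.9) of reads had no methylated CpG, in animals 35669 and 35670. In the supernatants these shares were 56.2 % (55.4 to 56.9) and 61.2 % (60.4 to 61.9). Reads with more than 66 % of their CpGs methylated made up 22.8 and 28.7 % of the pellets and 18.3 and 10.9 % of the supernatants. In each animal, the supernatant had more reads without methylation and fewer highly methylated reads than the pellet.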

An alternative interpretation is that the pitRNA is dispensable for methylation at *Wnt1*.

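The reads of 11 of the 12 tails with paternal transmission add up in Additional file 1 to the total of 54923 that the paper gives, and the one outside that set is the F5 animal 32415. The paper's text gives no reason for leaving it out. Over the 11 animals the mean level was 91.9 ± 4.71 % (SD), and with 32415 included the mean stayed within 1 SD of this. The mean level of the 2 sperm libraries was 59.0 percentage points lower than that of the 12 tails (exact permutation test, p = 0.022, the smallest value that 2 against 12 allow). With every read listed the difference was -26.5 percentage points (exact permutation test, p = 0.0659).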

Intriguingly, despite the abundance of unmethylated and partially methylated sperm, somatic methylation was nearly complete in 11 adult mice tested with a paternally transmitted *Wnt1DR* allele; 92 % of CpGs assayed in 54,923 bisulfite reads were methylated. This result suggests either that the modest levels of pitRNA expression and the partial establishment of male germline methylation are sufficient for full somatic methylation, or that germline methylation is not necessary for full somatic methylation. In e9.5 embryonic tissues of mice with a paternally transmitted *Wnt1DR* allele, 75 % of CpGs assayed in 22,162 bisulfite reads were methylated. 

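Pooled over the 32869 reads used from the 4 tissues, the level was 67.0 %. The median of the tissues was 76.4 %. The extraembryonic tissue decided the mean, since the other 3 tissues averaged 77.0 ± 1.42 % (SD).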

When compared to the 92 % rate in adult tissues, one might infer that acquisition of methylation is progressive after fertilization, rather than depending upon preexisting methylation in sperm. 

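The lower levels in embryos came with more reads without any methylation. These made up 21.9 ± 15.2 % (SD, n = 4) of reads in the paternal e9.5 tissues and 1.71 ± 1.97 % (SD, n = 12) in the paternal tails. Within the embryo proper they ranged from 12.1 % in the visceral organs to 15.6 % in the spine, and they reached 44.6 % in the extraembryonic tissue. Reads with more than 66 % of their CpGs methylated made up 68.4 ± 20.5 % of reads in the e9.5 tissues and 96.3 ± 4.13 % in the tails. The tails are from adults and no other tissue was assayed at both ages, so tissue and age differ together.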

We cannot know both the methylation state of a given sperm, and the somatic methylation of the mouse resulting from its fertilization. It is possible that the 11 adult progeny assayed after paternal transmission of *Wnt1DR* arose only from the 59 % of sperm that were richly methylated. However, assuming that fertilization fitness among sperm does not depend upon *Wnt1DR* methylation state, there is less than a 0.3 % probability that this is the case. 

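Of the sperm reads, 58.9 % had at least 1 methylated CpG. If every read stands for 1 sperm and fertilization is random, the chance that 11 animals all arose from such sperm is 0.296 %, and for the 12 animals assayed it is 0.174 %. With only the reads that have between 33 and 100 % of their CpGs methylated, the chance for 11 animals is 0.00614 %. The calculation takes the animals as independent draws, while several of them come from one pedigree. The paper reasons from this small chance that it is improbable that only richly methylated sperm gave rise to these animals.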

If germline methylation is necessary for somatic methylation, then in animals arising from fertilization by sperm lacking methylation on the *Wnt1DR* DMD, the somatic methylation may have occurred by methylation spreading from the repeats, sperm-transmitted pitRNA, or another unknown mechanism. Because of their repetitive nature, the repeats are difficult to characterize for methylation status; however, they are unlikely to exhibit a methylation profile which differs from the DMD because our assay spans the area between the repeats and pitRNA sites 1 and 2—the sequences which recruit DNA methylation. Sperm-transmitted RNAs are also unlikely, as piRNAs appear to be depleted in mature spermatozoa [25, 26]. It is formally possible, however, that a limited number of piRNAs and their effector proteins are still active after fertilization.

Allele-specific histone modifications like H3K9me2 [27], H3R3me2 [28], H3K9me3 [29], or H4K20me2 [29], rather than 5mC, could represent the primary imprinting mark, which subsequently enables somatic DNA methylation at *Wnt1*. Indeed, H3K9me2 is present on the *Rasgrf1* ICR and has already been shown to be vital for imprinting maintenance; it recruits PGC7 which subsequently protects against Tet-mediated demethylation of the paternal allele after fertilization [27, 30]. This mark could also be sufficient to recruit de novo DNA methylation to the paternal allele after fertilization in the absence of a preexisting methylation. Caution must be advised when interpreting histone immunoprecipitation experiments in sperm; however, as histones are switched for protamines in post-meiotic spermatids, leading to low total histone occupancy and inflated signal from rare epigenetic marks, compared to tissues lacking protamine substitutions. Analysis of the *Rasgrf1* ICR in particular revealed a depletion of nucleosomes, potentially complicating any interpretation [31]. Our finding that somatic methylation of *Wnt1DR* may not depend on prior methylation establishment is consistent with reports of knock-in alleles of the *H19* ICR at *Afp* [11] and *CD3* [14], as well as other models [12, 13] which also displayed incomplete germline methylation followed by complete somatic methylation. It is also consistent with the work examining methylation acquisition of *Igf2r* ICR sequences, which was done by injecting DNA into post-fertilization embryos [7], not into oocytes where DNA methylation establishment normally occurs [32]. Finally, the possibility that somatic 5mC can arise in the absence of previously established 5mC in sperm is consistent with our previous findings that sperm methylation is not sufficient for somatic maintenance of that mark [18].

A previous transgenic model to test the sufficiency of the *Rasgrf1* ICR for control of imprinted DNA methylation failed to exhibit reversible somatic methylation upon sequential passage through the male and female germlines [17]. Analysis of that model was confounded by persistent methylation of a neo reporter cassette. In contrast, the *Wnt1DR* allele exhibited the expected methylation reversal across six generations, demonstrating the sufficiency for somatic methylation imprinting of the tested sequences.

Although somatic methylation of the *Wnt1DR* allele faithfully recapitulated what was observed on the endogenous *Rasgrf1* allele, this was not sufficient to impart imprinted expression to *Wnt1*. Imprinted expression at *Rasgrf1* requires silencing of the maternal allele by CTCF binding to the DMD, which limits activity of the maternal promoter. Methylation at the paternal allele prevents CTCF binding, and enhancer–promoter interactions are unrestricted. The binding of CTCF to *Wnt1DR* was undetectable above background, which might account for the failure of the unmethylated maternal *Wnt1DR* allele to be silenced. Lack of CTCF binding is likely due to its complex role in mediating the formation of three-dimensional chromatin structures with multiple interacting CTCF-binding sites [33–36]. The local chromosomal context at *Wnt1* may lack appropriate partner sites for the *Wnt1DR* ICR and therefore discourage this complex binding. Alternatively, if CTCF-binding activity is limited in e9.5 brain, this might be sufficient to explain lack of imprinted expression at *Wnt1DR.*

## Conclusions

We have identified sequences that are sufficient for partial germline, and full somatic 5mC imprinting at an ectopic locus. *Rasgrf1* is one of the few loci whose *cis*-acting sequences have been so narrowly defined. Discordance between the levels of *Wnt1DR* methylation in sperm and somatic tissue after paternal transmission is consistent with prior findings that post-fertilization methylation is not merely a maintenance of gametic methylation, indicating the existence of distinct post-fertilization methylation mechanisms.

## Additional files

10.1186/s13072-016-0094-0 Breakdown of MiSeq methylation data. Libraries were analyzed in two separate runs. In the first run (*), all 6 libraries were placed into <1% of a lane while in the second run (†), each library received ~1% of a lane. Files from the second run were prohibitively large and were therefore truncated to 10MB (~38,653 sequences) before QUMA analysis. PHRED filter: 90% of the read >20. QUMA filter: >98% identity, <10 mismatches, >95% conversion, <5 unconverted CpHs. 

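The counts of passing reads in this table can be set beside the deposited files. In 32 of 36 libraries the number of reads that the file keeps equals the table's count, and in 3 others it differs by at most 21 reads. In the maternal extraembryonic tissue the file keeps 12034 reads, 3236 more than the table gives. The files state the identity limit they were made with. It is 98 % in 3 libraries and 90 % in 33, so reads under 98 % were removed here from the latter. The 30 files of run 2 each list 38653 reads, and those of run 1 list between 9489 and 25831.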

Supernatant (sup.); animal from Figure 3C maternal lineage (M); animal from Figure 3C paternal lineage (P); animal from Figure 3C alternating lineage (A).
10.1186/s13072-016-0094-0 Confirmation of correct integration of Wnt1DR construct. A) Schematic of Southern probes and internal PCR used in panels B and C. B) Southern blots on NdeI digested ES cell DNA were probed with either an external 5’ probe or an external 3’ probe with the expectation of a wild type 11.74kb band and a mutant 9.76kb and 7.47kb, respectively. Example of positives in lane 5 of both gels. C) Internal PCR as depicted in panel A was used to follow construct transmission. Rpl32 was used as a loading control.
10.1186/s13072-016-0094-0 Distribution of methylation levels in sperm DNA. Rank order analysis (A) and bar charts (B) were used to give a more detailed view of the distribution of methylation levels within Sperm 1 and Sperm 2 samples described in Figure 3B. Sperm 3 and Sperm 4 are derived from swim up assays that separate motile (sup.) from non-motile (pellet) sperm.

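A rank order plot sorts the reads of a library by the share of their CpGs that are methylated, and a bar chart counts them by class. Sperm 1 and Sperm 2 are unfractionated. Sperm 3 and Sperm 4 each appear as a pellet and a supernatant, so that both fractions can be compared within an animal. Reads with every CpG methylated made up 2.90 and 8.42 % of the pellets and 2.75 and 1.07 % of the supernatants.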

10.1186/s13072-016-0094-0 CTCF binding in MEF cells. CTCF ChIP was performed as in Figure 4, using MEF cells as a chromatin source. The endogenous Rasgrf1 ICR (WT ICR), shows significant CTCF binding; whereas the ectopic Wnt1DR ICR, shows no significant binding.

## Abbreviations

ICR: imprinting control region
5mC: cytosine methylation
ADS: allele-discriminating sequence
DNS: de novo methylation signal
DMD: differentially methylated domain
pitRNA: piRNA-targeted RNA
neo: neomycin selection cassette
ChIP: chromatin immunoprecipitation
qRT-PCR: quantitative reverse transcription-polymerase chain reaction
H3K9me2: histone three lysine nine dimethylation
H3R3me2: histone three arginine three dimethylation
H3K9me3: histone three lysine nine trimethylation
H4K20me2: histone four lysine twenty demethylation

# Supplementary material for: Imprinted DNA methylation reconstituted at a non-imprinted locus
**Source:** Epigenetics Chromatin. 2016 Sep 22;9:41. doi: 10.1186/s13072-016-0094-0
**Supplement:** Supplementary file 1 — 10.1186/s13072-016-0094-0 Breakdown of MiSeq methylation data. Libraries were analyzed in two separate runs. In the first run (*), all 6 libraries were placed into <1% of a lane while in the second run (†), each library received ~1% of a lane. Files from the second run were prohibitively large and were therefore truncated to 10MB (~38,653 sequences) before QUMA analysis. PHRED filter: 90% of the read >20. QUMA filter: >98% identity, <10 mismatches, >95% conversion, <5 unconverted CpHs. Supernatant (sup.); animal from Figure 3C maternal lineage (M); animal from Figure 3C paternal lineage (P); animal from Figure 3C alternating lineage (A).

Breakdown of MiSeq methylation data

| Animal number  | Generation and lineage | Total Miseq sequences | Sequences passing PHRED filter | Sequences passing QUMA thresholds |
|----------------|------------------------|-----------------------|--------------------------------|-----------------------------------|
| 31092*         | F1 P                   | 17,518                | 9,489                          | 4,064                             |
| 31150†         | F1 P                   | 239,206               | 151,916                        | 3,406                             |
| 31153†         | F1 P                   | 283,512               | 165,705                        | 2,806                             |
| 30999†         | F1 P                   | 224,213               | 67,996                         | 2,700                             |
| 31071*         | F2 M                   | 26,941                | 14,815                         | 7,622                             |
| 31075*         | F2 M                   | 26,334                | 15,844                         | 9,397                             |
| 31078†         | F2 A                   | 279,920               | 197,280                        | 2,915                             |
| 31289†         | F3 A                   | 205,607               | 147,078                        | 3,527                             |
| 31544†         | F3 A                   | 288,652               | 170,890                        | 1,905                             |
| 31508†         | F4 A                   | 707,055               | 306,648                        | 7,309                             |
| 31819†         | F4 A                   | 663,137               | 266,451                        | 11,234                            |
| 32415†         | F5 A                   | 287,049               | 213,814                        | 3,743                             |
| 32181†         | F5 A                   | 260,495               | 180,937                        | 1,738                             |
| 32178†         | F5 A                   | 238,913               | 87,920                         | 3,795                             |
| 32803*         | F6 M                   | 35,683                | 21,547                         | 13,480                            |
| 32804*         | F6 M                   | 41,468                | 25,831                         | 12,543                            |
| 32802*         | F6 P                   | 27,718                | 17,099                         | 7,513                             |
| 32339†         | F6 A                   | 227,530               | 161,457                        | 3,581                             |
| 32529†         | F6 A                   | 141,201               | 107,655                        | 6,315                             |
| 32530†         | F6 A                   | 200,173               | 54,830                         | 3,080                             |
| 35084†         | Sperm                  | 280,699               | 92,637                         | 2,563                             |
| 35090†         | Sperm                  | 184,452               | 125,431                        | 4,069                             |
| 35669 pellet†  | Sperm                  | 231,561               | 175,028                        | 26,901                            |
| 35669 sup.†    | Sperm                  | 155,302               | 119,684                        | 15,679                            |
| 35670 pellet†  | Sperm                  | 312,711               | 243,539                        | 25,603                            |
| 35670 sup.†    | Sperm                  | 212,255               | 167,219                        | 16,270                            |
| Oocyte pool 1† | Oocyte                 | 215,808               | 126,407                        | 1,870                             |
| Oocyte pool 2† | Oocyte                 | 341,780               | 41,574                         | 17,548                            |
| E9.5 EE†       | + / DR                 | 593,195               | 490,141                        | 8,735                             |
| E9.5 head†     | + / DR                 | 579,546               | 485,625                        | 8,210                             |
| E9.5 spine†    | + / DR                 | 537,237               | 451,830                        | 8,521                             |
| E9.5 organs†   | + / DR                 | 642,148               | 482,669                        | 7,556                             |
| E9.5 EE†       | DR / +                 | 859,350               | 308,544                        | 8,798                             |
| E9.5 head†     | DR / +                 | 679,635               | 355,402                        | 7,033                             |
| E9.5 spine†    | DR / +                 | 461,931               | 350,100                        | 7,898                             |
| E9.5 organs†   | DR / +                 | 486,448               | 393,705                        | 7,231                             |

How the deposited data were processed for this re-analysis (not part of the article)

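The data are bisulfite sequences of 1 PCR product of the *Wnt1DR* DMD, from 36 libraries: 20 tails, 2 unfractionated sperm samples, 2 oocyte pools, a pellet and a supernatant of the sperm of 2 further animals, and 4 tissues of e9.5 embryos with each kind of transmission. The authors trimmed and filtered the MiSeq reads, shortened the data of sequencing run 2, and aligned each read of 250 nt to the unconverted reference sequence with a local installation of QUMA, whose version the paper's text does not state. For each read, the deposited files give the count of CpGs called methylated, of unconverted CpHs, of mismatches and of gaps. Only for reads that the software did not exclude, the files add a string with the call at each CpG. They also give the percent of CpGs methylated, the percent of CpHs converted and the percent identity of each read, as the authors' software computed them. Replicates were not pooled.

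From these files, reads were kept that the software had not excluded and that matched the reference at 98 % identity or more, with at least 95 % conversion. Additional file 1 states a limit of 98 %, while 33 of the files were made with 90 %. The level of a library is the percentage of methylated calls among all methylated and unmethylated calls at 20 CpGs. All CpGs were to be used, but the reference lists 21, and the sequence of the forward primer holds 1 of them. This CpG was left out after it had been found methylated in 99.75 to 100 % of the reads of every library made with that primer. In 8 libraries, 3509 reads had a call string that a spreadsheet had turned into an error, of which 221 met the limit of 98 % identity, and these were left out. Calls that were neither methylated nor unmethylated were left out too. Classes of reads set aside, such as those from the opposite end of the amplicon, were inferred from the number of gaps in the alignment. Their sequences were not examined.

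The reads used numbered 54464 in the 6 libraries of run 1 and 228826 in the 30 of run 2, with 5662694 CpG calls in all. Intervals around a level are Wilson intervals at 95 % confidence. They are narrow because calls are many and each counts as independent, although calls within a read go together. They say nothing of the molecules that entered the PCR. The 46 pairs of libraries within a condition were compared by a chi-square test over their read patterns. All 46 pairs had a p under 0.05, so none was counted as one library sequenced more than once.

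Libraries were grouped by tissue, transmission and lineage, as the sample labels and the paper give them. Each animal, pool or tissue was 1 replicate. Groups were compared by the difference between their mean levels, with two-sided exact permutation tests, and with exact sign-flip tests where a pair came from 1 animal (the swim-up fractions, paired because both come from the same sperm sample) or 1 tissue (the e9.5 libraries). A p under 0.05 was the threshold. Each read was also classed by the share of its CpGs methylated, with limits at 33 and 66 %, and the shares were set beside those that independent CpGs of the same levels would give. The CpGs named in the text are those with the highest and the lowest mean in sperm, in the tails of each transmission and in the paternal e9.5 tissues, and any CpG inside a sequence that the paper names. CpGs named for oocytes were chosen after their values were seen. The groups, tests, this rule and most alternatives were set before the data were examined.

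Alternatives changed 1 choice at a time, apart from the first: all reads listed, only reads with every CpH converted, only reads with a call at every CpG, no first and last CpG, libraries of at least 3000 reads, pooled reads or medians in place of means, each sequencing run alone, the 11 paternal tails in place of 12, and each replicate left out in turn. With all reads listed, a level was also the mean of the percentages that the software lists for each read. These count the primer CpG where a read covers it. The primer CpG included, an identity limit of 90 %, the same limit with the reads of lost call strings counted from their listed totals, and animals left out of the groups of 6 or more were added after seeing the data.

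The reference sequences and primers were matched to the genome build NCBIM37, which the paper also names, with its GENCODE annotation. Positions are those of the native copy of the sequence on chromosome 9, since no assembled sequence of the *Wnt1DR* allele was used here. The code was tested on simulated data first: 36 of 40 simulated levels lay inside their interval, and 21 of 400 comparisons without a difference had a p under 0.05. The simulated CpGs were independent within a read, unlike those of the sperm reads. The share of levels inside their interval therefore does not carry over to the intervals given here. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The qRT-PCR, expression and ChIP experiments of the paper were not analysed here.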

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

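Among the tests in this part, those on the end of the amplicon that was read, on both alleles of an imprinted locus, on a separate product and on the further class of reads were chosen only after the result was seen.

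The tail of the F6 animal 32529 had a level of 78.8 %, far from the other 5 tails of the alternating lineage with paternal transmission, which lay between 90.8 and 95.0 %. Its gap to the nearest was 0.737 of the group's range. In all, 8 groups of tails or e9.5 tissues were tested for such a sample, some of them with members in common, and 2 had one, where chance gives about 1 in 20 groups. Unmethylated molecules mixed into the library do not account for it alone: reads with at most 2 of 20 CpGs methylated made up 10.5 % of the library, against 0.0336 to 4.99 % in the other 11 paternal tails, but its remaining reads were also less methylated, at 87.7 % against 93.2 to 95.7 %. Reads with every CpH converted had a level of 79.1 %, against 90.4 to 95.5 % in the others, but failed conversion would raise a level and not lower it, so this does not decide on lower read quality, which stays open. Reads from the opposite end of the amplicon gave 81.1 %, still below the 87.1 to 94.1 % of the other libraries with such reads. Few starting molecules would concentrate the reads in few patterns. The 10 most frequent patterns held 27.9 % of the partly methylated reads, less than the 33.9 to 55.0 % of the others. In the others, however, the most frequent patterns had 19 of 20 CpGs methylated, so this share also depends on the level. It therefore does not decide on few starting molecules, which stay open. A mislabelled sample and admixture of partly methylated DNA were not tested. A lower methylation of this animal's own tail stays open with them, as an untested hypothesis.

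The paternal extraembryonic tissue had a level of 39.5 %, far from the other 3 paternal e9.5 tissues, with a gap of 0.931 of the range. Fully unmethylated molecules that dilute molecules like those of the other tissues are argued against: 53.1 % of its reads had at most 2 methylated CpGs, against 18.2 to 19.4 %, but its remaining reads had a level of 83.0 %, against 93.3 to 95.7 %. Reads with every CpH converted gave 41.6 %, against 74.8 to 78.3 %, which leaves lower read quality open for the same reason as above. Reads from the opposite end gave 48.2 %, against 79.7 to 82.2 %, which argues against the end that was read as the whole cause. The 10 most frequent patterns held 92.1 % of its partly methylated reads, against 41.6 to 71.8 % in the other tissues, consistent with few starting molecules in the PCR. A level from few molecules could be off by chance, so this and a true difference between extraembryonic and embryonic tissue both stay open, and 1 library does not separate them.

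A signal appears in reads that were left out of the levels here, most of them excluded by the software, and that the paper does not report on. In 8 libraries, at least 200 reads have 9 gaps in the alignment and are taken to lack the first 9 bases of the amplicon. In 3 libraries with maternal transmission they were far more methylated than the full reads: 76.0 % against 1.11 % in the e9.5 head (4858 reads), 19.9 % against 1.12 % in the e9.5 extraembryonic tissue (3566 reads) and 91.3 % against 2.15 % in the tail of 32178 (247 reads). In the others the direction was not the same: they were far less methylated than the full reads in the paternal tails of 31508 (45.4 % against 91.2 %) and 31819 (11.2 % against 90.8 %) and in the sperm of 35090 (1.70 % against 33.0 %), and more methylated by 5.28 and 1.83 percentage points in the paternal tails of 31078 and 32415. Carry-over from other *Wnt1DR* libraries of the run would bring full reads too, but in the maternal head only 0.256 % of full reads had at least 80 % of their CpGs methylated, against 71.6 % of the reads that lack 9 bases. Equal shares of both alleles of an imprinted locus are argued against by the share of highly methylated reads, which ran from 0.348 to 98.3 % across the 8 libraries. In 4 libraries, reads from the other end of a product of that length were found, with levels within 4.56 percentage points of these reads and at least 23.1 percentage points from the full reads. A separate product in the library is therefore a candidate source. Which sequence it comes from is not known, and no biological explanation was tested.

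A further class of excluded reads was set apart by 115 gaps in the alignment, which leave the last 9 CpGs. In the tail of the F3 animal 31544, with maternal transmission, 5077 such reads had a level of 95.4 %. Its full reads had 0.998 % at the same 9 CpGs. Such reads were found in 12 libraries and were highly or hardly methylated in each. In 9 of the 12 libraries their level went with the transmission, at 81.5 to 95.8 % in 6 paternal and 1.63 to 4.24 % in 3 maternal libraries. This is the direction that reads of the *Wnt1DR* allele itself would show. In the other 3 it went against it: besides the 95.4 % in the maternal tail of 31544, the class had 3.27 % in the paternal tail of 32339 and 1.74 % in the paternal extraembryonic tissue. In these 3 libraries the reads are unlikely to come from the allele itself in the share of molecules that the full reads show. The 9 others were set apart by their level. Among them, the class had 95.8, 94.1 and 92.3 % in the paternal e9.5 head, spine and visceral organs. Full reads there had 77.3, 73.9 and 75.8 % at the same 9 CpGs, and reads from the opposite end 82.2, 79.7 and 81.0 %. This argues against the allele in that share for these 3 tissues too. In the rest of the 9, the class differed from the full reads by -8.51 to 3.12 percentage points, and the allele as source stays open. The origin of the class is not known, and no biological explanation was tested.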

How the results depend on the processing

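None of the tests in this part was chosen only after the result was seen, apart from the settings with the primer CpG, the identity limit of 90 % (with or without the reads of lost call strings) and animals left out of groups of 6 or more, which were chosen after seeing the data.

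The 11 main results were recomputed under 203 alternatives, leave-one-out fits included. In 191 of these the direction and the side of the threshold, or the value within its spread, stayed the same. Comparisons of 2 libraries against 2, or of 4 or fewer pairs, cannot pass the threshold under any setting, so for sperm against oocytes, the swim-up fractions and the e9.5 transmissions this speaks of direction only. For the e9.5 tissues against paternal tails, the side of the threshold holds only if the 4 tissues count as separate samples.

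Among the alternatives, all reads listed in the files changed the differences between groups most. With them, sperm against oocytes was reversed at -0.888 percentage points, and e9.5 tissues against paternal tails was reversed at 3.67 percentage points (exact permutation test, p = 0.751, over a range of 0.0011 to 0.751 across its alternatives). Sperm against paternal tails fell to -26.5 percentage points and no longer passed the threshold (exact permutation test, p = 0.0659, where its other alternatives had at most 0.0303). The alternating lineage, paternal against maternal generations, fell to 23.3 percentage points and still passed the threshold (exact permutation test, p = 0.019). The mean level became 25.2 % in oocytes, 50.8 % in paternal tails, 14.0 % in maternal tails and 24.3 % in sperm. These reads include those that match the reference poorly, and the cause was not tested. The setting also averages the percentages of single reads and counts the primer CpG. The effect of the choice of reads alone is therefore not known.

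Fewer samples took 2 differences over the threshold with little change in size. Paternal against maternal tails was 90.2 percentage points in run 1 only, with 2 animals against 4, and the alternating lineage was 86.6 percentage points in libraries of at least 3000 reads, with 4 against 2. Both had p = 0.133 in the exact permutation test, the smallest value these numbers allow.

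The share of sperm reads without methylation, 41.1 %, moved by more than the spread between the animals in 3 settings: 43.6 % without the first and the last CpG, 42.5 % at the identity limit of 90 % and 0.0596 % with the primer CpG, which is methylated in almost every read by construction. The excess of this share over the share that independent CpGs would leave moved to 43.5, 42.4 and 0.0596 percentage points in the same settings. The difference between the highest and the lowest CpG in sperm, 20.1 percentage points, became 79.9985 with the primer CpG, by the same construction.

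The swim-up difference was -10.9 percentage points both paired by animal and with no pairing (exact permutation test, p = 0.333 without pairs), so the pairing changed no call. Leaving out 1 animal gave -17.2 and -4.61 percentage points. With each animal left out in turn, paternal against maternal tails stayed between 89.5 and 91.1 percentage points, and the alternating lineage between 87.3 and 90.6. The paternal against the alternating lineage ranged from 1.04 to 4.29 percentage points with each animal left out in turn, lowest without 32529, and from 2.39 to 9.30 percentage points under the other alternatives, highest with all reads listed. It passed the threshold under none of them.

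The other 30 values, levels of groups or libraries, single CpGs and shares of reads, had 281 alternatives. Of these 214 stayed within the spread and 67 moved beyond it, in 16 cases with all reads, in 16 with the primer CpG, in 11 with only fully converted reads, in 8 without the first and the last CpG, in 7 at 90 % identity, in 5 at that limit with the reads of lost call strings, in 3 without reads that lack a call and in 1 with read shares taken only over reads with a call at every CpG. The limit of 90 % identity raised the F5 tails of the alternating lineage from 2.14 to 3.55 %, and the reads of lost call strings raised the level of the maternal extraembryonic tissue from 1.12 to 6.14 %. For single libraries the spread is the Wilson interval, which is narrow. All reads listed gave no value for read classes or CpGs, since the files give excluded reads no call at each CpG, and run 2 only changes nothing where all libraries are from run 2. Other class limits, at exactly 1 and 2 parts of 3, leave the share of reads without methylation untouched.

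Depth limits few results, since the smallest library still had 1717 reads. In maternal tails, however, the shares of highly methylated reads rest on few reads, and a count of 0 allows up to 3 of them. In some libraries the number of molecules behind the reads may be far smaller than the number of reads, as 92.1 % of the partly methylated reads in 10 patterns in the paternal extraembryonic tissue indicates.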

Differences from the paper's values

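No test in this part was chosen only after the result was seen, apart from the settings with the primer CpG and with the identity limit of 90 %.

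For the e9.5 head with maternal transmission the paper's value is about 6 % in Fig. 3d, read by eye, and the level here was 1.11 %. For the extraembryonic tissue with maternal transmission the paper's value is about 6 % in Fig. 3d, read by eye, and the level here was 1.12 %. None of the alternatives set before the data were examined closed either gap: with all reads listed the levels were 38.9 % and 14.2 %, and with only fully converted reads, without reads that lack a call, or without the first and the last CpG they stayed between 1.10 and 1.33 %. The identity limit of 90 % alone could change little in either, since the file of the head was made at 98 % and nearly all reads of the extraembryonic tissue under 98 % had a lost call string. With these reads counted from their listed totals at that limit, a setting chosen after seeing the values, the level was 6.14 % in the extraembryonic tissue, which closes that gap, and stayed at 1.11 % in the head. In the extraembryonic tissue, 99.2 % of the reads with a lost call string had at least 9 gaps. The reads that lack the first 9 bases also have 9. With the primer CpG included, a setting chosen after seeing the values, the levels were 5.81 % in the head and 5.82 % in the extraembryonic tissue. The same setting gave 5.87 % in the spine and 5.86 % in the visceral organs, for which the paper's value is about 1 % in Fig. 3d, read by eye, and the levels here were 1.16 % in both.

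For the F5 tails of the alternating lineage the paper's value is about 3.5 % in Fig. 3c, read by eye, and the mean here was 2.14 %. With the identity limit of 90 %, a setting chosen after seeing the values, it was 3.55 %. At that limit the tail of 32178 gained reads that lack the first 9 bases, of which 119 had a call string. This class, with its excluded reads, had a level of 91.3 % in that tail.

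The totals of reads were set beside the paper's as well. For the e9.5 tissues with paternal transmission the paper gives 22162 reads, while the 4 libraries had 32869 reads here and 33022 in Additional file 1. The sum in Additional file 1 over the maternal head, spine and visceral organs is 22162. For maternal transmission the paper gives 65497 reads, while the 8 tails had 53416 here and 54007 in Additional file 1. For oocytes the paper's text gives a level of 2.5 %, the mean of the pools here was 3.61 %, and pooled over all reads used, an alternative set before the data were examined, it was 4.63 %. For the e9.5 tissues the paper's text gives a level of 75 %, the mean here was 67.6 %, and without the extraembryonic tissue, an alternative set before the data were examined, it was 77.0 %.

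The paper calls sperm significantly more methylated than oocytes and each e9.5 tissue significantly more methylated after paternal transmission. The directions here were the same, but exact permutation tests with libraries as replicates had p = 0.333 and p = 0.13, the smallest values these designs allow.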

Other observations

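In this part, the tests on the end of the amplicon that was read, on a single amplified molecule, on chimeric products, on the end next to the repeats (with the reads of the opposite end) and on the forward primer were chosen only after the result was seen.

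Sperm in the swim-up supernatant were less methylated than sperm in the pellet in both animals. The end of the amplicon that was read does not account for this, since reads from the opposite end showed the same direction, with differences of -16.6 and -30.2 percentage points. Carry-over of methylated somatic cells in the pellet could raise its level, since somatic paternal alleles are nearly fully methylated. Without the reads with at least 18 of 20 CpGs methylated, the supernatant differed from the pellet by 1.05 percentage points in animal 35669 and by -4.66 percentage points in animal 35670. The reads left out made up 13.0 and 21.1 % of the pellets and 5.90 and 5.46 % of the supernatants, in animals 35669 and 35670. Leaving them out removes highly methylated sperm reads together with any somatic ones, so the difference shrinks under either cause. Somatic cells and a true difference between the fractions therefore cannot be told apart by this filter, and only 2 animals were assayed.

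In oocyte pool 2, 4 CpGs had raised levels. A single read pattern accounted for 84.4 % of the reads methylated at any of them, consistent with 1 molecule amplified many times. Without this pattern the mean level of the 4 CpGs dropped from 21.9 to 3.20 %, still above the 0.736 % of the other CpGs, so that the pattern may not be the whole source. In oocyte pool 1, reads methylated at CpG 2 alone made up 95.0 % of the reads methylated at that CpG. CpG 2 had levels of 19.0 and 22.1 % in pools 1 and 2, and 1 molecule of pool 2 does not account for the level in pool 1. Both pools were amplified in nested PCR from few cells. No biological explanation was tested.

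In sperm reads with 4 to 16 of 20 CpGs methylated, the methylated CpGs were not spread evenly. Methylation spreading from the repeats, which lie on the side of the last CpGs, would give more methylation there. In all 6 sperm libraries the last 10 CpGs were less methylated than the first 10, with differences between -18.7 and -5.79 percentage points. This rests on 1 end of the amplicon. Over all reads, the last 9 CpGs in reads from the opposite end were above the first 10 CpGs of the reads used in 4 of the 6 libraries and below them in 2, with differences between -3.05 and 15.2 percentage points, so the direction may depend on the end that is read, and methylation from the repeats stays open. Reads methylated at 5 to 15 of the 20 CpGs made up 20.4 and 21.4 % of the unfractionated sperm reads. Chimeric PCR products were simulated by joining highly and hardly methylated reads of the same library at 1 point. Of these, 17.7 to 25.1 % had a methylated CpG among both the first 5 and the last 5, against 54.2 to 69.5 % of the reads found, so such chimeras could make up at most 40.8 to 55.6 % of the reads found, depending on the sperm library. Reads that change state 1 time along the read set a stricter limit: 22.4 to 44.9 % of the chimeras did so, against 3.71 to 14.8 % of the reads found, so chimeras could make up at most 15.9 to 32.9 % of them. This argues against chimeras joined at 1 point as the main source, and leaves them open for a part of the reads.

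The first CpG of the amplicon was methylated in nearly every read of every library made with the forward primer PDS405, in at least 99.75 % of reads (99.829 % at the lowest of the libraries with maternal transmission). The oocyte amplicon lacks this CpG. This is in line with a base set by this primer, which holds this CpG, and no biological explanation was tested.

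Excluded reads include reads that their number of gaps, 135, places at the opposite end of the amplicon, in 34 libraries. In 95.1 % of the reads with 135 gaps the count of CpHs was the one expected for that end. Some listed up to 11 methylated CpGs where 9 are expected, so the placing is not exact. At the 9 CpGs that both ends cover, they were more methylated than the other reads in all 10 sperm and paternal e9.5 libraries, by 3.44 to 17.0 percentage points. These are not 10 separate samples, since the 4 swim-up fractions come from 2 animals and the e9.5 tissues are not known to come from separate embryos. With each of the 4 sperm animals and the embryos together counted once, as 5 units, the two-sided exact sign test gave p = 0.0625, the smallest value that 5 units allow. Whether the end that is read changes the share of methylated molecules therefore stays open, and the levels of partly methylated samples rest on 1 end only. In the tails the direction was mixed: reads from the opposite end were higher in 12 of 20, with the largest differences of 6.08 percentage points in 32529, 3.96 in 31819 and 3.52 in 31508, and lower in 8, with differences of -7.19 and -6.63 percentage points in 30999 and 32530 and between -0.274 and -0.0433 percentage points in 6 others. No cause beyond the end was tested.

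The 8 libraries with reads whose call string was lost contain no read pattern that starts with a gap.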
